# Comparative Genome-Wide Alternative Splicing Analysis of Longissimus Dorsi Muscles Between Japanese Black (Wagyu) and Chinese Red Steppes Cattle

**DOI:** 10.3389/fvets.2021.634577

**Published:** 2021-04-29

**Authors:** Xibi Fang, Lixin Xia, Haibin Yu, Wei He, Zitong Bai, Lihong Qin, Ping Jiang, Yumin Zhao, Zhihui Zhao, Runjun Yang

**Keywords:** cattle, meat traits, fat deposition, muscle development, RNA-seq

## Abstract

Alternative splicing is a ubiquitous regulatory mechanism in gene expression that allows a single gene generating multiple messenger RNAs (mRNAs). Significant differences in fat deposition ability and meat quality traits have been reported between Japanese black cattle (Wagyu) and Chinese Red Steppes, which presented a unique model for analyzing the effects of transcriptional level on marbling fat in livestock. In previous studies, the differentially expressed genes (DGEs) in *longissimus dorsi muscle* (*LDM*) samples between Wagyu and other breeds of beef cattle have been reported. In this study, we further investigated the differences in alternative splicing in *LDM* between Wagyu and Chinese Red Steppes cattle. We identified several alternative splicing types including cassette exon, mutually exclusive exons, alternative 5′ splice site, alternative 3′ splice site, alternative start exon, and intron retention. In total, 115 differentially expressed alternatively spliced genes were obtained, of which 17 genes were enriched in the metabolic pathway. Among the 17 genes, 5 genes, including *MCAT, CPT1B, HADHB, SIRT2*, and *DGAT1*, appeared to be the novel spliced candidates that affect the lipid metabolism in cattle. Additionally, another 17 genes were enriched in the Gene Ontology (GO) terms related to muscle development, such as *NR4A1, UQCC2, YBX3/CSDA, ITGA7*, etc. Overall, altered splicing and expression levels of these novel candidates between Japanese black cattle and Chinese Red Steppes revealed by RNA-seq suggest their potential involvement in the muscle development and fat deposition of beef cattle.

## Introduction

Alternative splicing or alternative RNA splicing is a method to create different proteins from the same strand of DNA in mammalian cell. The structure and function of protein depend on the sequence of amino acids, which is dictated by the matured messenger RNA (mRNA). Current high-throughput sequencing technology suggests that alternative splicing is more widespread than initially thought, and alternative splicing is likely to be involved in various across tissue types and developmental stages as well as among individuals and populations (1). Hence, alternative splicing is an important and ubiquitous regulatory mechanism to increase the informational diversity and functional capacity of a single gene during posttranscriptional processing, and it also provide a crucial bridge between the genome and the proteome.

The currently accumulated data have highlighted importance of alternative splicing in normal physiology and pathology in human, including cancer, immune and infectious diseases, and metabolic conditions (2). With the development of requirements and technology, many studies used different methods to resolve the alternative splicing on a genome-wide scale (3, 4) including microarray (5), expressed sequence tag (EST) (6), and sequencing. Pan et al. (7) analyzed alternative splicing complexity in human tissues showing transcripts from ~95% of multiexon genes undergo alternative splicing by combining mRNA-Seq with expressed sequence tag (EST)-complementary DNA (cDNA) sequence data. The data of 15 diverse human tissue and cell line transcriptomes indicated that 92–94% of human genes undergo alternative splicing, and most alternative splicing and alternative cleavage events vary between tissues (8). These results also demonstrate the universality and utility of alternative splicing in mammal, and to further understand the alternative splicing will be a crucial effective method in the study of formation of human disease or perfect economic traits in livestock.

In previous studies, a larger number of transcriptomes were performed to analyze the genetics and to improve the production traits in livestock; the differentially expressed genes (DGEs) in *longissimus dorsi muscle* (*LDM*) samples among various breeds of beef cattle have been reported (9–12). However, the alternative splicing data on a genome-wide scale was rarely analyzed and studied in depth. In the present study, we analyzed the differences in expression levels and components of alternative splicing in *LMD* of Wagyu and Chinese Red Steppes cattle by RNA-seq, and the candidate functional alternative splicing types of genes related to meat traits were provided. The study allowed better genomic characterization of the cattle in terms of transcripts variability and analyzed the potential effect of alternative splicing of genes on muscle development and lipometabolism. It may provide a theoretical basis for the identification of functional transcripts and a potential genetic regulatory elements for the study of genetic mechanism of meat quality traits in beef cattle.

## Materials and Methods

### Ethics Statement

Animal care and experiments were performed according to the guidelines established by the care and use of laboratory animals of the Jilin University Animal Care and Use Committee (Approval ID: 20140310).

### Animal and Samples

The three Japanese black cattle (28 months old) were randomly chosen from 20 males born from cows that were artificially inseminated with semen stocks from the same bull. The three Chinese Red Steppes cattle (28 months old) were similarly chosen from 20 males with a common father. Three Japanese black cattle and three Chinese Red Steppes cattle were provided by the National Research Center for Animal Transgenic Bio-technology, Inner Mongolia University (Hohhot, China) and the Branch of Animal Science, Jilin Academy of Agricultural Sciences (Gongzhuling, China), respectively. The two farms housing the two groups of cattle were located at similar altitudes with similar natural weather conditions. The cattle in both groups were raised under similar normal conditions on a diet of corn and hay with access to feed and water *ad libitum*.

The marble scores of the 12–13 rib eye meat of these two breeds were accessed according to the classification of beef marbling grade standard. The marble scores of the three Wagyu cattle are 7, 7, and 6, which belong to the Grade 4 meat quality level (good grade). In the other group, the marble scores of the three Chinese Red Steppes cattle were 2, 2, and 2, respectively, which belonged to the Grade 2 meat quality level (below average grade). The tissue samples were transported in dry ice and stored in liquid nitrogen in the laboratory.

### RNA Extraction and Quality Analysis

Total RNA was isolated from *LDM* using Trizol reagent (Invitrogen, USA), treated with DNase I (NEB, Beijing, China), extracted with phenol-chloroform, and precipitated with ethanol. The quality and quantity of total RNA were determined using an Agilent 2100 Bioanalyzer (Agilent technologies, Palo Alto, CA). The mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. From each sample, 1.5 μg of mRNA was used to construct six cDNA libraries for sequencing. The mRNA was treated with a Thermomixer (Eppendorf AG, Hamburg, Germany) to generate fragments with an average size of 200 bp (200 ± 25 bp) for the paired-end libraries. The fragmented mRNA was then used as templates for synthesizing the first-strand cDNA. The double-stranded cDNAs were purified and ligated to adaptors for Illumina paired-end sequencing. Library concentration was quantified by quantitative PCR (qPCR) and a Qubit® 2.0 Flurometer (Life Technologies, CA, USA), and the insert size was checked on an Agilent 2100 Bioanalyzer. The cDNA libraries were sequenced using the Illumina HiSeq2000 platform by the Beijing Genomics Institute, and 100 nt paired-end reads were generated. The raw data have been submitted to the Gene Expression Omnibus (GEO).

### Analysis of Alternative Splicing and Prediction of Novel Transcripts of Genes

Clean high-quality reads were obtained from the raw reads by removing the adaptor sequences and low-quality reads. An RNA-Seq TopHat (v2.0.6) splicing junction mapper was used for RNA-Seq alignment (13). We used our own localized reads to calculate the number of reads for each gene and the read per kilobase and read per million (RPKM) values. Other statistical results were also analyzed, such as gene range and depth and read distribution around start and stop codons.

The reads were mapped to the reference genome (*Bos taurus* UMD_3.1.1) using the ultra-fast, short-read mapping program Bowtie (http://www.bowtie-bio.sourceforge.net) (13). The mapped reads were assembled using MAQ (14) to identify possible splicing junctions, the unmapped reads are split into smaller segments to allow alignment to the reference genome, and splice junctions were defined by the seed expansion procedure. All junction reads must be at least 6 nt that exactly match each of the two adjacent areas of the potential junction sites, and all junction sites with N3 non-redundant reads in both group were filtered. Alternative splicing detector software based on junction reads (http://www.novelbio.com/asd/ASD.html) (15, 16), which recognizes and detects differential alternative splicing exons between two groups of RNA-Seq data, was used. We then counted the number of junction reads that matched either the inclusion or exclusion isoforms of both samples and calculated the *p*-value based on the junction read count between the samples using Fisher's exact test. Alternate exon read coverage for the corresponding gene was also calculated on the sample, and a second *p*-value based on the alternative exon read coverage for gene read coverage between samples was calculated using Fisher's exact test. The adjusted *p*-values were obtained by combining the two *p*-values using a weighted arithmetic expression to assess the statistical significance of alternative splicing between samples. Differentially expressed alternatively spliced genes between Japanese black cattle and Chinese Red Steppes were considered as differentially expressed according to adjusted *p* < 0.05.

### Gene Ontology and Kyoto Encyclopedia of Genes and Genomics Enrichment Analysis

Differentially expressed alternatively spliced genes were implemented by the Gene Ontology (GO) seq R package (17). GO was used to determine and compare the functions of the differentially expressed alternatively spliced genes as biological process, molecular function, and cellular component, with corrected *p* < 0.05 considered significantly enriched. Association of the genes with pathways was computed with the Kyoto Encyclopedia of Genes and Genomics (KEGG) (18–20). The pathway with a corrected *p* < 0.05 was considered as significantly enriched.

### Identification of Types and Quantification of Transcripts

One microgram total RNA was used to synthesize cDNA with the Transcriptor first-strand cDNA synthesis kit (Roche, USA) according to the manufacturer's recommendations. The primers were designed using Primer Premier 6.0 software (Premier BioSoft, Palo Alto, CA, USA) (Supplementary Tables 1, 2). The types of transcripts were identified by PCR in a 25.0 μl reaction volume including 12.5 μl of 2 × Taq PCR Master Mix (Vazyme, Nanjing, China), 0.5 μl of upstream and downstream primers (10 μM), 1.0 μl of cDNA, and 10.5 μl of ultrapure water. The PCR conditions were as follows: 95°C for 5 min; followed by 30 cycles of 95°C for 30 s, 57°C for 30 s, and 72°C for 1 min; and finally, 10 min extension at 72°C. The PCR products (8.0 μl) were run on 2% agarose gels.

Quantification of expression levels of differentially expressed alternatively spliced genes was detected by real-time PCR. Real-time PCR was performed using PCRmax Eco 48 (PCRmax, Staffordshire, UK). The real-time PCR system was as follows: 5 μl FastStart Universal SYBR Green Master (ROX) (Roche), 1 μl cDNA, 0.2 μl primer-F (10 μM), 0.2 μl primer-R (10 μM), and 3.6 μl RNase-free water. Reactions were incubated at 95°C for 10 min, followed by 40 cycles of 95°C for 10 s and 60°C for 30 s. β-Actin were used as reference genes, and relative expression levels were calculated using the 2^−ΔCt^. The data represent mean ± SEM from at least three independent experiments. Statistical analysis was performed by Student's *t* test at a significant level of *p* < 0.05.

## Results

### RNA-seq and Transcriptome Analysis of Chinese Red Steppes and Japanese Black Cattle in *LDM*

A total of 268,490,636 reads were obtained from six samples in *LDM*. 

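Longissimus dorsi muscle, the back muscle on which marbling is graded, was taken from 3 Japanese black (Wagyu) males, WC616, WC719 and WC921, and from 3 Chinese Red Steppes males, RC4, RC5 and RC6. All 6 animals were 28 months old, and 1 poly(A) library was made from each. The males of a breed shared a sire and a farm, so breed, sire and farm are a single split of the 6 libraries and cannot be told apart. The authors deposited FPKM values of 21972 genes in every library, and each value covers all transcripts of its gene. The paper's methods name TopHat (v2.0.6) and Bowtie against UMD_3.1.1 with RPKM from what it calls localized reads, whereas the submitters' processing notes name HISAT2 and UMD3.1. The FPKM values rest on 15859797, 16197141 and 16139827 reads counted to genes in WC616, WC719 and WC921, and on 16058261, 15716396 and 15438095 in RC4, RC5 and RC6. These totals were worked out from the deposited counts of 205 genes, and they lie below the 34923036 to 36696481 uniquely mapped reads per library that the paper gives in Table 1, at 0.441 to 0.447 of them. The libraries were paired-end, and read pairs counted once would also give fewer counts than mapped reads, so a counted read here may be a read pair. All 16770 genes above 0 then gave whole reads, within 1e-06 of the gene's highest read count, which put 99.8% of each library's counted reads back on genes. For the comparison of the breeds, log2(FPKM + 1) of the 9990 genes with a mean FPKM of at least 1 was tested with limma, two-sided and with Benjamini-Hochberg adjustment. A log2 fold change is Wagyu minus Chinese Red Steppes on this scale, which understates the change of genes with low values. An exact permutation test of 3 animals against 3 cannot give a two-sided p below 0.1. Splice junctions were not analysed here, and junction reads in the following are the paper's own, from Table 2.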

After filtering out low-quality data, 244,238,430 clean reads were mapped to *Bos taurus* (UMD_3.1.1). High-quality maps of the two breeds were obtained, and the unique mapping rates ranged from 87.3 to 88.3%. The details of the sequencing data quality of mRNA are shown in Table 1. 

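The 13 protein-coding genes of the mitochondrial genome, which encode subunits of the respiratory chain and of ATP synthase, took 4.79%, 5.66% and 5.64% of the reads counted to genes in WC616, WC719 and WC921. In RC4, RC5 and RC6 the shares were 5.79%, 5.52% and 10.4%. The 95% Wilson interval, which covers counting error only, of the share in RC6 was 10.38% to 10.41%. COX3, a subunit of cytochrome c oxidase, stood at 22835 FPKM in RC6 against 14146 in RC4 and 12906 in RC5, and between 9061 and 10911 in the Wagyu libraries. COX1, the catalytic subunit of the same enzyme and named after its values were seen, averaged 18274 ± 230 FPKM (SD, n = 3) in Wagyu and 19168 ± 4697 (SD, n = 3) in Chinese Red Steppes. The mean share of reads was 5.36% ± 0.498 (SD, n = 3) in Wagyu and 7.24% ± 2.74 (SD, n = 3) in Chinese Red Steppes (two-sided exact permutation test, p = 0.3). The difference of -1.87 percentage points shrank to -0.297 without RC6. As a share of summed FPKM, which gives short genes more weight, the means were 8.02% ± 1.21 and 11.3% ± 4.10 (SD, n = 3 each, two-sided exact permutation p = 0.1, the smallest possible). That difference of -3.28 percentage points shrank to -0.912 without RC6, and the highest Wagyu share, 8.91%, lay just under the lowest Chinese Red Steppes share, 8.93%.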

The distribution of the reads on the chromosomes is shown in Figure 1A, and gene structure analysis was performed for each sample (Figure 1B). The sequence data were submitted to the GEO with the accession number of GSE161967.

**Table 1:** Details of sequencing data by RNA-seq.

**Samples**	**Total reads**	**Clean reads**	**UniqueMapped**	**ReadsFilter%**	**UniqueMappedRat%**
RC4	44,709,588	40,838,760	36,079,522	91.34	88.3
RC5	44,176,132	40,116,014	35,296,746	90.81	88.0
RC6	44,182,490	39,604,308	34,923,036	89.64	88.2
WC616	44,422,250	40,611,916	35,477,651	91.42	87.3
WC719	46,072,046	41,931,354	36,696,481	91.01	87.5
WC921	44,928,130	41,136,078	36,315,824	91.56	88.3

*WC616, WC719, WC921: longissimus dorsi muscle samples of Japanese black cattle (Wagyu); RC4, RC5, RC6: longissimus dorsi muscle samples of Chinese Red Steppes*.

**Figure 1:**
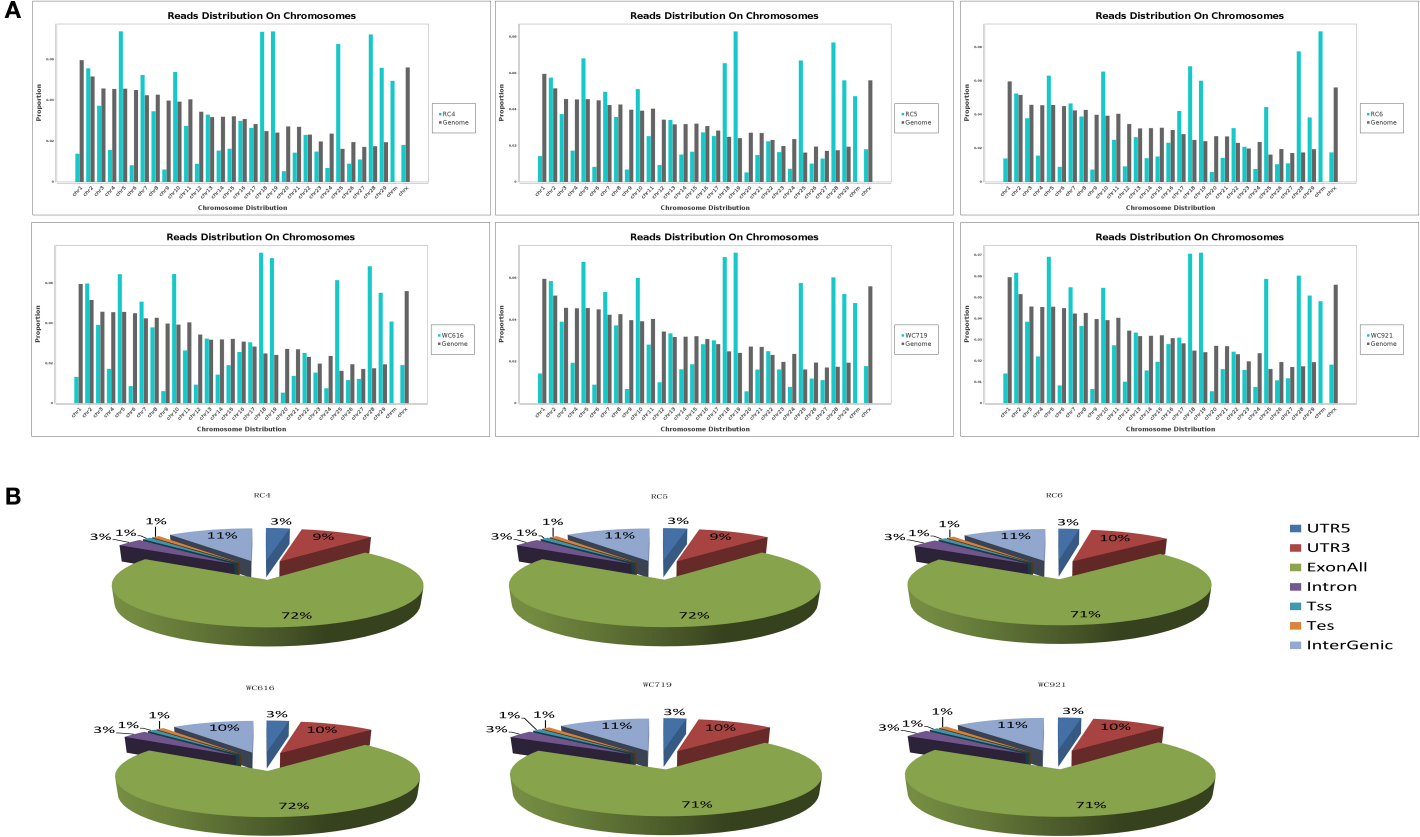
The average distribution coverage at chromosomes of mapped reads. **(A)** The average distribution coverage at different chromosomes of the genome about mapped reads. **(B)** Functional genomic elements distribution of messenger RNA (mRNA) reads in different groups.

### Forms and Expression of Alternative Splicing

A total of eight alternative splicing forms were obtained through data mapping analysis, including cassette exon (Cassette), cassette multiple exon (Cassette multi), alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS), alternative start exon (AltStart), alternative end exon (AltEnd), intron retention (IR), and mutually exclusive exons (Figure 2A). In the genome-wide analysis, 12,241 alternatively spliced events corresponding to 5,295 genes were identified. Cassette was the most abundant alternatively spliced types, followed by A3SS, A5SS, AltStart, MXE, AltEnd, Cassette multi, and IR.

**Figure 2:**
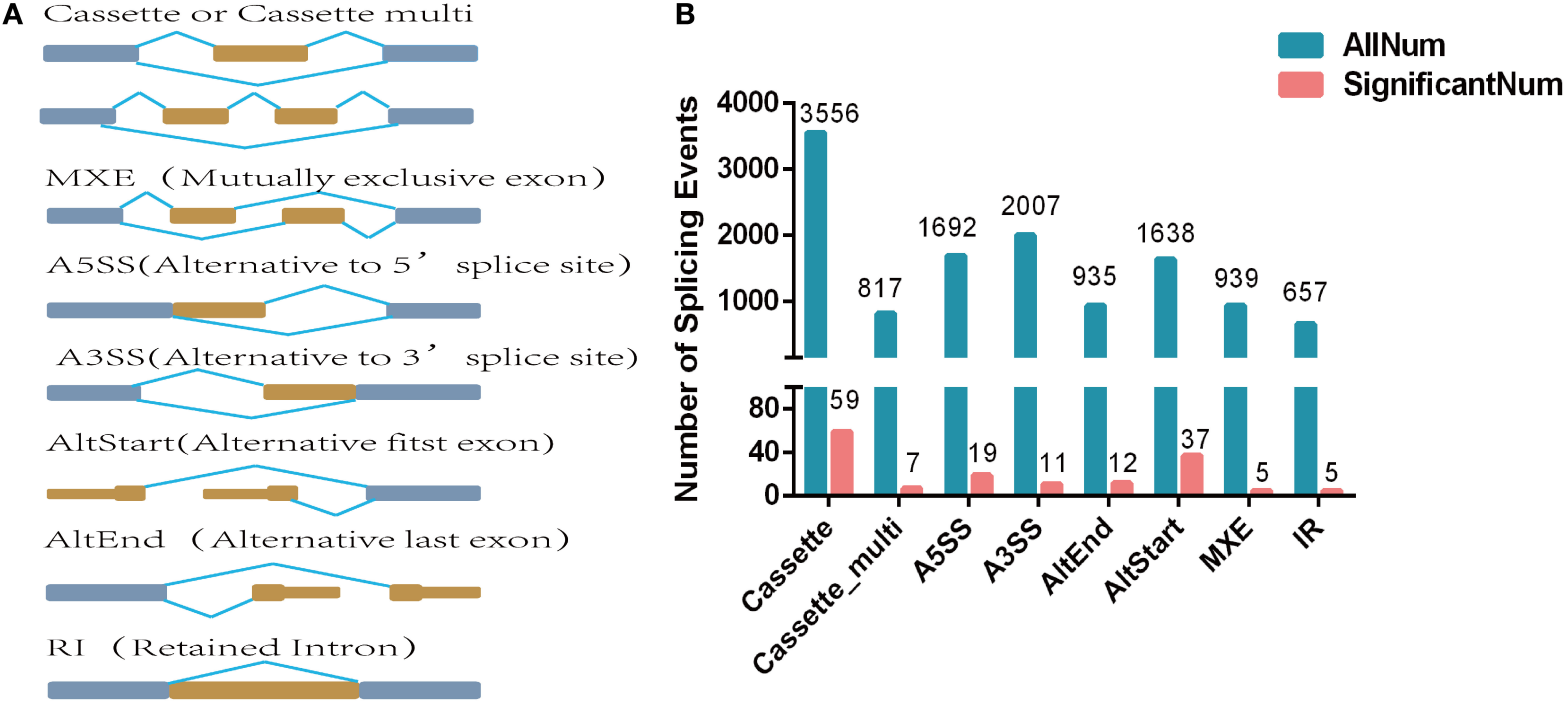
Differentially expressed alternatively spliced genes analysis. **(A)** Alternative splicing types. **(B)** Number of alternative splicing types. The blue blocks represent exons, and the yellow blocks represent introns.

A total of 155 differentially expressed alternatively spliced events between two breeds were screened according to adjusted *p* < 0.05. The differentially expressed alternatively spliced events refer to 59 Cassette, 7 Cassette multi, 11 A3SS, 19 A5SS, 12 AltEnd, 37 AltStart, 5 IR, and 5 MXE (Figure 2B). One hundred forty-four genes corresponding to differentially expressed alternative splicing were found between Chinese Red Steppes and Japanese black cattle including *TPM2, STRIP2, CPT1B, SYNPO2L, SIRT2*, etc. 

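STRIP2, a component of the STRIPAK phosphatase and kinase complexes, had a higher total in every Wagyu library than in any Chinese Red Steppes library. Its FPKM was 22.6 ± 8.41 (SD, n = 3) against 9.68 ± 2.20 (SD, n = 3). SIRT2, a deacetylase of tubulin and histones, was at 103 ± 10.7 FPKM against 75.2 ± 18.4 (SD, n = 3 each), also with no overlap. TPM2, the gene of beta-tropomyosin in the thin filament, was at 12998 ± 702 FPKM against 12911 ± 1147 (SD, n = 3 each), and SYNPO2L, an actin-associated protein of the Z-disc, was at 185 ± 3.57 against 162 ± 35.0 (SD, n = 3 each). The log2 fold changes were 1.11 (standard error 0.27) for STRIP2, 0.47 (standard error 0.20) for SIRT2, 0.21 (standard error 0.18) for SYNPO2L and 0.01 (standard error 0.19) for TPM2. None passed limma, with adjusted p values of 0.20, 0.345, 0.612 and 0.984. STRIP2 alone of these 4 passed DESeq2 on the recovered reads, a test chosen after the data were seen (adjusted p = 0.0098; 0.0098 to 0.46 over all alternatives).
In the paper's junction reads of Table 2, the first isoform of STRIP2, at chromosome 4 from 94155770 to 94155850 of UMD_3.1.1, took 9.35% of 214 junction reads in Wagyu and 27.9% of 111 in Chinese Red Steppes. For SIRT2, at chromosome 18 from 48879590 to 48879636, the first isoform took 13.3% and 31.9%. For SYNPO2L, at chromosome 28 from 29800955 to 29801849, it took 14.5% and 5.35%, and for TPM2, at chromosome 8 from 60271071 to 60271204, 69.1% and 69.5%. The 95% Wilson intervals were 6.13% to 14.0% and 20.4% to 36.9% for STRIP2, and 69.0% to 69.3% and 69.4% to 69.7% for TPM2. These reads are pooled over the 3 animals of a breed, so the intervals hold no spread between animals. From Fisher's exact tests on junction reads and on exon coverage, combined into 1 adjusted p, the paper counts these genes among those spliced differently between the breeds.

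**Figure D1:**
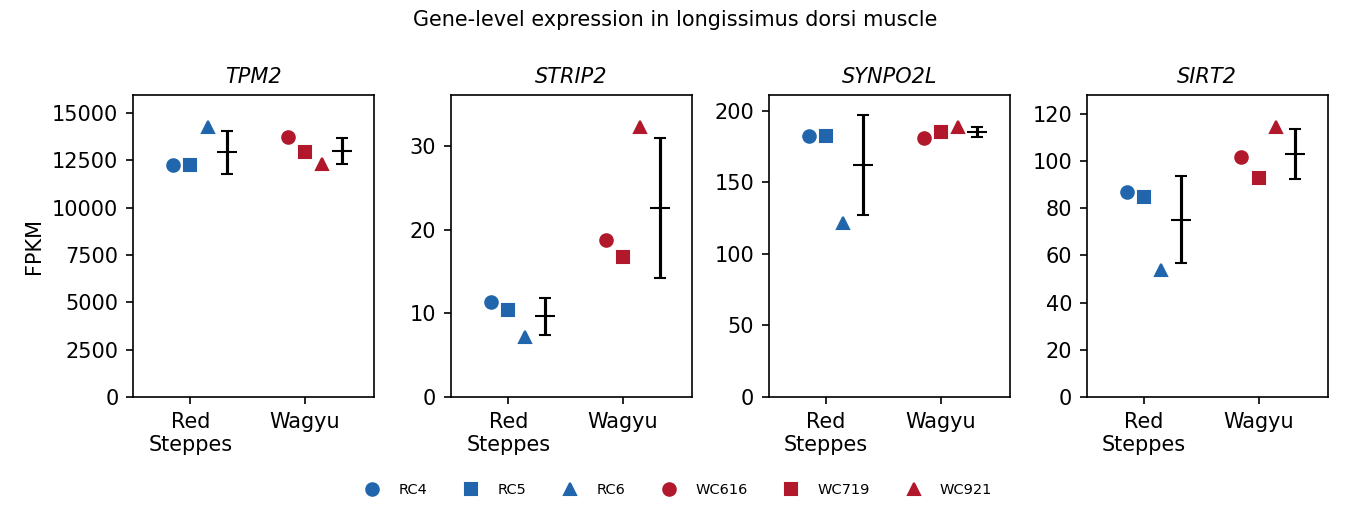
FPKM of TPM2, STRIP2, SYNPO2L and SIRT2 in the 3 Chinese Red Steppes libraries (blue) and the 3 Wagyu libraries (red), 1 point per animal, with the mean and SD of each breed in black. STRIP2 and SIRT2 show no overlap between the breeds, and RC6 has the lowest value of STRIP2, SYNPO2L and SIRT2.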

The top 15 differentially expressed alternatively spliced genes are listed in Table 2.

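Of the 15 genes of Table 2, 13 had a log2 fold change above 0, which means a higher total expression in Wagyu, and none passed limma by itself (adjusted p from 0.20 to 0.995), nor when adjusted over the list alone. Some signs were not settled. Over the alternatives TPM2 ranged from -0.041 to 0.084, NSUN2 from -0.12 to 0.13 and BOLA from -0.65 to 0.14. As a list the 15 genes were higher in Wagyu by a median log2 fold change of 0.25 (camera, adjusted p = 0.0288), and adjusted p = 0.771 with an estimated correlation. The call was lost without WC616 (median 0.33, adjusted p = 0.0593), WC921 (0.26, 0.0590) or RC5 (0.23, 0.0500) and at a mean FPKM of at least 5 (0.25, 0.0619). The list was chosen by the study on these libraries, so it is not independent evidence of a direction. Chance leaves 10% of genes with no overlap between the breeds. Other lists varied, with 0 of 18 genes of glycolysis and glycogen and 7 of 19 of sarcomere and Z disc. In 5 of the 15 genes of Table 2 the breeds did not overlap, which does not set this list apart. Next to those already described, NDRG2, a stress-responsive gene of muscle and nerve, was at 537 ± 125 FPKM against 348 ± 19.7 (SD, n = 3 each), a log2 fold change of 0.60 (standard error 0.20, adjusted p = 0.28 from limma). RBM24, a splicing regulator of striated muscle, was at 67.8 ± 12.2 FPKM against 50.6 ± 1.42 (SD, n = 3 each), a log2 fold change of 0.40 (standard error 0.16, adjusted p = 0.327 from limma). TNNT1, the troponin T of slow fibres, was at 13263 FPKM in RC6, against 3982 in RC4 and 4133 in RC5 and 6143 to 8940 in the Wagyu libraries. BOLA, a major histocompatibility gene whose reads may be split among near-identical copies, was at 67.6 ± 19.3 against 81.4 ± 39.1 (SD, n = 3 each).
In the paper's junction counts, the first isoform of NDRG2, a cassette exon on chromosome 10, took 50.2% of 11670 reads in Wagyu and 40.6% of 6328 in Chinese Red Steppes. BOLA had the widest gap, 1.70% against 35.9%. The paper's FDR was 0.524 for NDRG2 and 0.248 for BOLA, and 6 of the 15 events had an FDR under 0.05. The paper selected events by its adjusted p instead. Across the 15 genes, the log2 ratio of all junction reads followed the log2 ratio of mean FPKM, with Pearson's r = 0.851 (permutation p = 2e-05, adjusted 4e-05) and Spearman's rho = 0.80 (permutation p = 7e-04, adjusted 7e-04, 2 relations tested). Leaving out STRIP2 and BOLA, the 2 genes farthest from the median FPKM ratio, gave r = 0.822. Leaving out RC6 gave r = 0.654, but only from the FPKM, since the pooled junction reads still hold RC6. Junction reads are part of the reads behind a gene's FPKM, so a positive relation is largely built in, and it is across genes, which are not independent replicates.

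**Figure D2:**
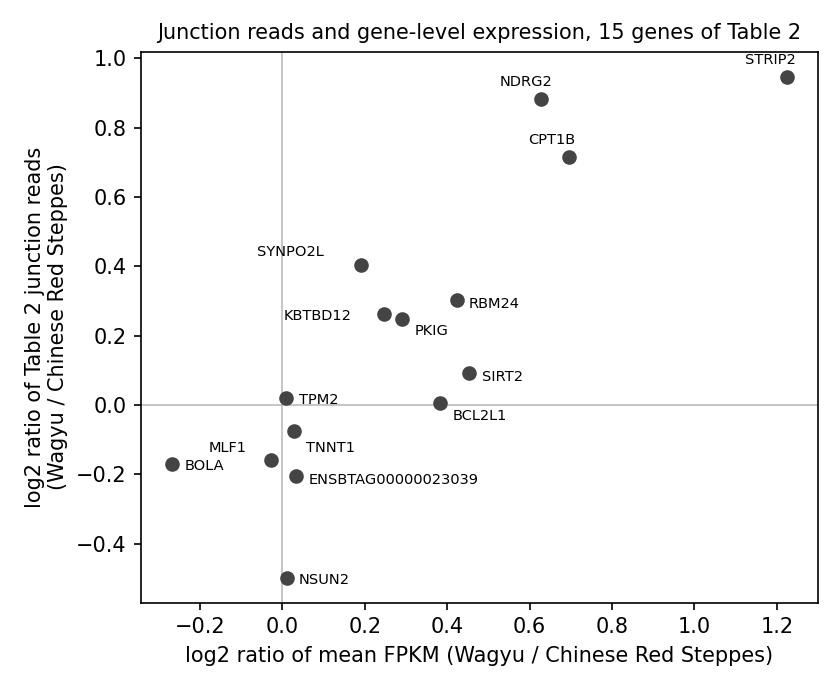
Log2 ratio of the paper's Table 2 junction reads, both isoforms summed (vertical axis), against the log2 ratio of mean FPKM (horizontal axis), Wagyu over Chinese Red Steppes, 1 point per gene. STRIP2, NDRG2 and CPT1B lie at the upper right, and NSUN2 has the lowest junction ratio, -0.50, at an FPKM ratio of 0.01.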

**Table 2:** Top 15 differentially expressed alternatively spliced genes between Japanese Black cattle and Chinese Red Steppes.

**AccID**	**Location**	**WCExp**	**RCExp**	**Adjusted_*p*-value**	**FDR**	**SplicingType**
TPM2	chr8:60271071-60271204	226999::101410	225046::98571	0	0	MXE
STRIP2	chr4:94155770-94155850	20::194	31::80	3.41E-08	2.09E-04	AltEnd
CPT1B	chr5:120103992-120104146	12::972	66::533	1.03E-07	4.19E-04	A5SS
SYNPO2L	chr28:29800955-29801849	158::930	44::778	2.46E-07	7.53E-04	Cassette
SIRT2	chr18:48879590-48879636	103::673	232::496	4.06E-07	9.95E-04	Cassette
ENSBTAG00000023039	chr28:31054477-31054529	534::678	688::708	1.02E-06	0.002084	Cassette
BOLA	chr23:28502996-28503043	13::752	309::552	1.42E-04	0.247944	Cassette
BCL2L1	chr13:61771313-61771393	43::264	107::199	1.86E-04	0.283899	AltStart
KBTBD12	chr22:60298315-60298395	167::908	116::780	2.34E-04	0.318568	AltStart
MLF1	chr1:109764134-109764196	447::744	595::736	3.03E-04	0.37118	Cassette
NDRG2	chr10:26137053-26137094	5861::5809	2570::3758	4.71E-04	0.523886	Cassette
NSUN2	chr20:66752104-66752177	165::177	305::178	5.47E-04	0.557585	IR
PKIG	chr13:73715532-73715612	289::185	252::147	7.78E-04	0.732468	AltStart
TNNT1	chr18:62726592-62726626	39418::33204	44061::32517	0.001065696	0.931799	Cassette
RBM24	chr23:39842778-39842890	102::427	104::325	0.001341344	1	Cassette

### GO and KEGG Enrichment of Differentially Expressed Alternatively Spliced Genes

Functional enrichments on differentially expressed alternatively spliced genes by GO analysis found that 814, 532, and 232 GO terms were enriched in biological processes, molecular functions, and cellular components, respectively. A total of 216 biological processes, 115 molecular functions, and 54 cellular components were significantly enriched (*p* < 0.05). The most significantly enriched in biological processes included muscle filament sliding (GO: 0030049), muscle contraction (GO: 0006936), and cellular metabolic process (GO: 0044237). Muscle tendon junction (GO: 0005927), mitochondrion (GO: 0005739), and mitochondrial fatty acid beta-oxidation multienzyme complex (GO: 0016507) were among the most significantly enriched in cellular components. The most significantly enriched in molecular functions terms included poly(A) RNA binding (GO: 0044822), structural constituent of muscle (GO: 0008307), translation repressor activity, and nucleic acid binding (GO: 0000900). The top 15 GO terms in biological processes, molecular functions, and cellular components were listed by ascending order of corrected *p*-value, respectively (Figure 3A).

**Figure 3:**
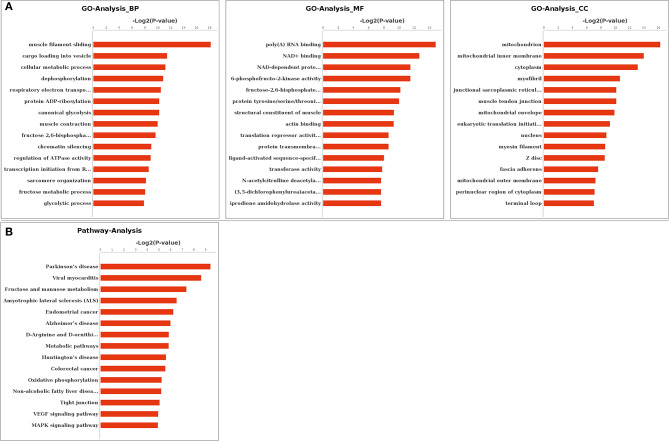
Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment. **(A)** GO enrichment of differentially expressed genes. **(B)** KEGG enrichment of differentially expressed genes. BP, biological processes; MF, molecular functions; CC, cellular components.

Functional enrichments on 59 differentially expressed alternatively spliced genes by KEGG analysis found that 138 pathways were enriched with 17 pathways significantly enriched (*p* < 0.05). These included metabolic pathway (PATH: 01100), vascular endothelial growth factor (VEGF) signaling pathway (PATH: 04370), mitogen-activated protein kinase (MAPK) signaling pathway (PATH: 04010), and apoptosis (PATH: 00730). The top 15 pathways are listed in Figure 3B by the ascending order of *p*-value.

### Identification of Alternative Splicing Types and Verification of Expression Levels of Transcripts

To further test the accuracy of our sequencing and prediction data, *integrin subunit alpha 7 (ITGA7)* and *Y-box binding protein 3 (YBX3/CSDA)* were validated by PCR and real-time PCR. *CSDA* was predicted and identified two transcripts and the long transcript with a cassette of exon (Figures 4A,B). The expression levels of the transcript with a cassette of exon is higher in Japanese black cattle, and the long transcript expression levels were significantly lower than short in two breeds (*p* < 0.05) (Figure 4C). *ITGA7* was also identified as having two transcripts, and the type of alternative splicing is cassette (Figures 4D,E); moreover, the expression levels of genes were higher in Japanese black cattle, and the long transcript with a cassette of exon was lower than in Chinese Red Steppes (Figure 4F). The results indicated that the alternative splicing prediction based on RNA-seq data was reliable.

**Figure 4:**
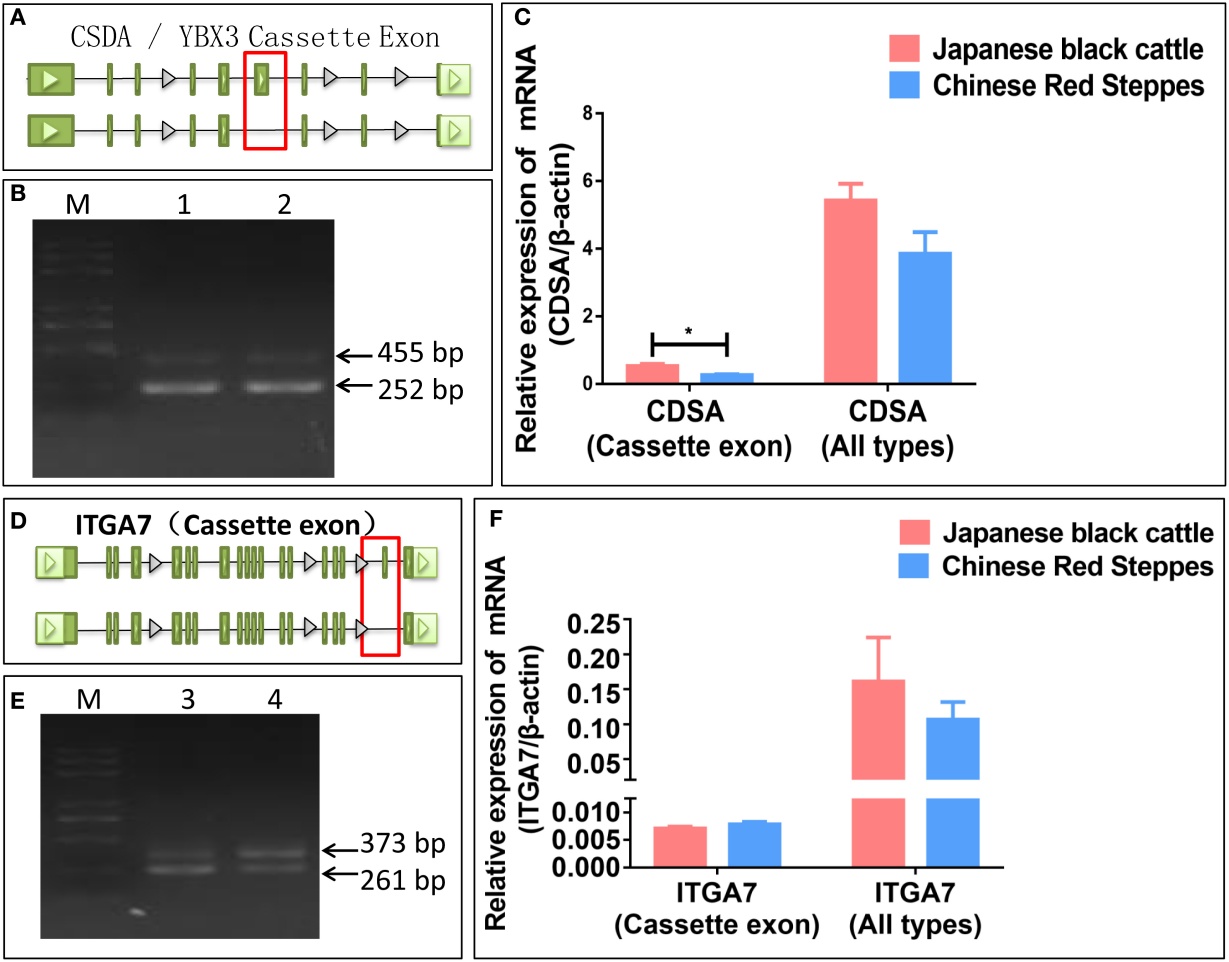
Verification of splicing type and expression level. **(A)** The alternative splicing pattern of CDSA. **(B)** PCR validation of CDSA (Cassette). **(C)** The relative expression levels of CDSA. **(D)** The alternative splicing pattern of ITGA7. **(E)** PCR validation of ITGA7 (Cassette). **(F)** The relative expression levels of ITGA7. (1) CDSA PCR product of *LDM* in Japanese black cattle, (2) CDSA PCR product of LDM in Chinese Red Steppes, (3) ITGA7 PCR product of *LDM* in Japanese black cattle, and (4) ITGA7 PCR product of LDM in Chinese red steppes (M) trans 2K Plus DNA Marker. Green blocks represent exons.

## Discussion

In the present study, 12,241 alternatively spliced events corresponding to 5,295 genes indicate the ubiquity of alternatively spliced genes in the bovine genome, and cassette is the most abundant alternatively spliced types like other species of livestock; this distribution pattern is also similar to that of other animals reported previously (7, 21, 22). Comprehensively, these results suggest that animals might possess similar alternative splicing forms.

Numerous alternative splicing events occur during cell differentiation and tissue maturation, suggesting that alternative splicing supports proper development. Although the mechanisms and outcomes of alternative splicing of individual transcripts are relatively well-understood in dairy and beef cattle, such as *angiopoietin like 6 (ANGPTL6)* (23), *transmembrane protein 95 (TMEM95)* (24), and *calpain 3 (CAPN3)* (25), the scopes and exact functions of this regulatory mechanism still remain to be investigated on novel transcripts and alternative splicing networks.

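DDO, the peroxisomal enzyme that oxidises D-aspartate, was at 5.81, 7.54 and 5.96 FPKM in the Wagyu libraries WC616, WC719 and WC921 and at 15.1, 17.1 and 11.3 in RC4, RC5 and RC6. Its log2 fold change was -1.05 (standard error 0.19), with an adjusted p of 0.145 from limma over all genes. The paper names 5 genes, PI4KB, DGAT1, UCKL1, NDUFC2 and DDO, as part of a larger set in metabolism pathways. Within these 5, 1 was lower and none higher when adjusted over the list alone, and that gene was DDO. The study chose these genes on the same libraries, so this count is not independent evidence. DDO was also lower by DESeq2 on the recovered reads, a test chosen after the data were seen (log2 fold change -1.21, standard error 0.25, adjusted p = 3.95e-04; 5.3e-07 to 0.403 over all alternatives). PI4KB, a lipid kinase of the Golgi, was at 16.9 ± 2.14 FPKM in Wagyu and 15.7 ± 1.24 in Chinese Red Steppes (SD, n = 3 each). UCKL1, a kinase-like protein of pyrimidine salvage, was at 101 ± 15.8 against 85.0 ± 10.6, and NDUFC2, a subunit of respiratory complex I, at 120 ± 36.8 against 141 ± 22.1 (SD, n = 3 each). Their log2 fold changes were 0.10 (standard error 0.15), 0.24 (standard error 0.17) and -0.27 (standard error 0.23), and none passed limma (adjusted p = 0.797, 0.54 and 0.612). The KEGG enrichment itself was not analysed here, because its gene list was not used here.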

According to the KEGG enrichment, a total of 59 alternatively spliced genes were enriched in 138 pathways, of which 17 genes including *phosphatidylinositol 4-kinase beta (PI4KB), diacylglycerol O-acyltransferase 1 (DGAT1), uridine-cytidine kinase 1 like 1 (UCKL1), NADH: ubiquinone oxidoreductase subunit C2 (NDUFC2)*, and *D-aspartate oxidase (DDO)* were enriched in metabolism pathways. The functional characterization of these genes is well-known in previous accumulated data. Therefore, we speculate that these genes also could mediate the formation of meat quality traits through the regulation of the related pathways by expression of different transcripts.

Although the differentially expressed alternative splicing in the same tissue of the same development stage should have totally similar alternative splicing, 155 differentially expressed alternatively spliced events between Japanese black cattle and Chinese Red Steppes were screened in the present study, which indicated that the corresponding genes or splicing events may be caused by the breed effect of fat deposition and muscle development capacity. Thus, understanding the function of the multiple transcripts and the effect of expression levels of each transcript such as *DGAT1, CPT1B, MCAT*, and *hydroxyacyl-CoA dehydrogenase trifunctional multi enzyme complex subunit beta (HADHB)* will be a key to study the formation of perfect quality meat traits in cattle.

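HADHB, the beta subunit of the trifunctional protein of mitochondrial beta-oxidation, was at 106 ± 25.4 FPKM in Wagyu and 120 ± 74.5 in Chinese Red Steppes (SD, n = 3 each). The wide spread came from RC6, at 205, against 86.6 in RC4 and 68.3 in RC5. MCAT, the malonyl transferase of mitochondrial fatty acid synthesis, was at 37.4 ± 1.90 against 35.0 ± 5.98, and DGAT1, which makes triacylglycerol from diacylglycerol, at 11.5 ± 0.781 against 11.3 ± 1.96 (SD, n = 3 each). None of the 3 passed limma, with log2 fold changes of -0.03 (standard error 0.40, adjusted p = 0.979), 0.11 (standard error 0.16, adjusted p = 0.79) and 0.04 (standard error 0.16, adjusted p = 0.925).
None of the 21 genes of fatty acid uptake and mitochondrial beta-oxidation, listed before the data were examined, passed limma over all genes or when adjusted over the list alone, and 14 lay below 0 (median log2 fold change -0.04, camera adjusted p = 0.685). Without RC6, in which these genes stood 0.75 above RC4 and RC5 in the median, the list was higher in Wagyu (median 0.14, camera adjusted p = 0.0126 at a correlation of 0.01 and 0.82 at an estimated one; 0.0126 to 0.959 over all alternatives). Of 15 genes of fatty acid and triacylglycerol synthesis, 9 lay above 0 and none passed (median log2 fold change 0.11, camera adjusted p = 0.701). AGPAT2, an acyltransferase of the same pathway as DGAT1, was at 146 ± 25.3 FPKM against 94.6 ± 14.9 (SD, n = 3 each; log2 fold change 0.62, standard error 0.18, adjusted p = 0.249 from limma).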

The DNA sequence of *CPT1B* contains 8,755 bases, and it contains 19 exons and 18 introns reported in GenBank. *CPT1B* is reported as a key rate-limiting enzyme in the β-oxidation of fatty acids as well as playing an important role in regulating the decomposition and energy supply of fat (26, 27). Our previous study also found the single-nucleotide polymorphisms (SNPs) in the gene associated with meat quality. Moreover, the data of this study showed *CPT1B* has an alternative 5′ splice site at exon 7, and the novel transcript was a high expression in Japanese black cattle. Therefore, the result indicated that the expression of different transcripts of *CPT1B* between the two breeds may be related to the capability in fat deposition, while there is few report on alternative splicing of this gene; thus, the specific functions and mechanisms of the two transcripts need further verification.

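CPT1B is the muscle form of a carnitine palmitoyltransferase, which the paper describes as rate-limiting for fatty acid beta-oxidation. It was at 72.7, 59.4 and 56.5 FPKM in WC616, WC719 and WC921. In RC4, RC5 and RC6 it was at 25.1, 37.7 and 53.6, so the breeds did not overlap. The means were 62.9 ± 8.64 FPKM in Wagyu and 38.8 ± 14.3 in Chinese Red Steppes (SD, n = 3 each), a ratio of 1.62. This is a log2 fold change of 0.74 (standard error 0.26), which did not pass limma (adjusted p = 0.297) or edgeR and DESeq2 on the recovered reads (adjusted p = 0.317 and 0.214). Without RC6, DESeq2 gave a log2 fold change of 0.97 (standard error 0.24, adjusted p = 0.00767; 0.00767 to 0.565 over all alternatives), a test chosen after the data were seen.
In the paper's Table 2, the alternative 5′ splice site of CPT1B lies on chromosome 5 of UMD_3.1.1 from 120103992 to 120104146. The first isoform had 12 junction reads in Wagyu and 66 in Chinese Red Steppes, and the second 972 and 533. The first isoform thus took 1.22% of 984 reads (95% Wilson interval 0.70% to 2.12%) in Wagyu and 11.0% of 599 reads (8.75% to 13.8%) in Chinese Red Steppes, pooled over the 3 animals of each breed. The table does not say which of the isoforms is the longer.

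**Figure D3:**
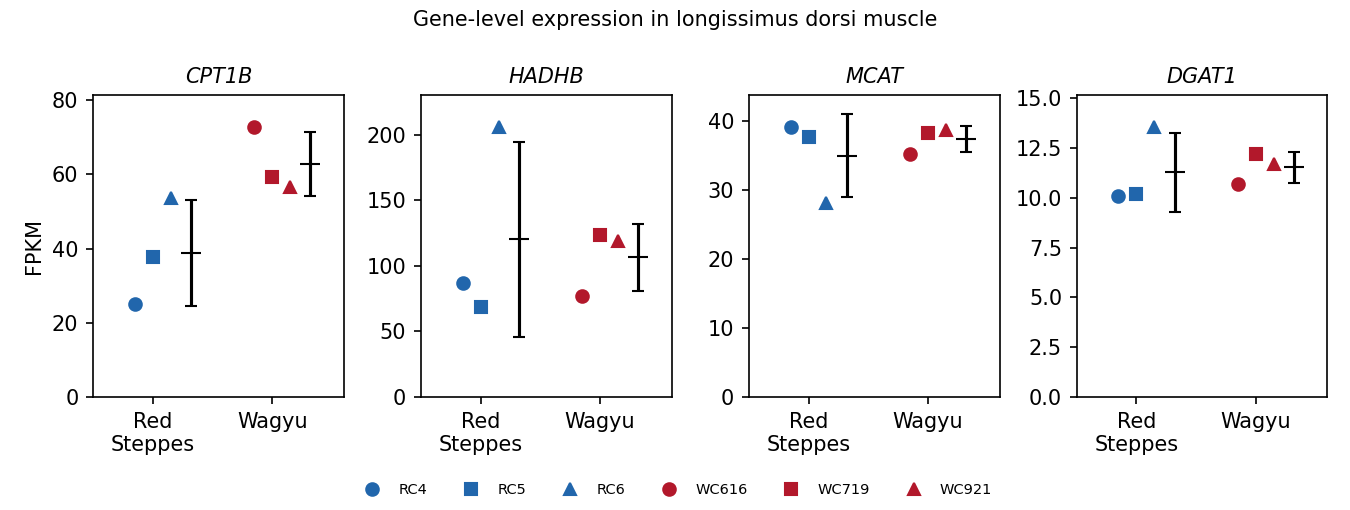
FPKM of CPT1B, HADHB, MCAT and DGAT1 in the 3 Chinese Red Steppes libraries (blue) and the 3 Wagyu libraries (red), 1 point per animal, with the mean and SD of each breed in black. CPT1B is higher in each Wagyu library than in any Chinese Red Steppes library, and HADHB is highest in RC6, at 205 FPKM.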

*DGAT1* mediates triacylglycerol biosynthesis at the last committed step. It is widely known as the functional gene of milk fat and fatty acids contents (28–30), and also a gene could affect the fatty acids composition and fat content in the muscle and fat of beef cattle (31, 32). Alternative splicing of the *DGAT1* gene plays an important role in peanut triglyceride metabolism (33). Moreover, two alternative splicing types with different functions in triglyceride metabolism of *DGAT1* gene have been found in the diatom *Phaeodactylum tricornutum* (34). In the present study, two transcripts of *DGAT1* gene were also found in *LDM*; however, the structure and roles of alternative splicing are rarely reported in other studies in livestock; therefore, the functions of two alternative splicing types need further verification.

Although the present study found that many genes have novel transcripts with different expression levels, the specific genetic functions and regulation mechanisms of translated proteins by these mRNAs of the same gene on bovine muscle development, fat deposition, and meat quality traits still require further study.

## Conclusions

In this study, we disclosed features of genome-wide alternative splicing in two breeds with significant differences in fat deposition ability and meat quality traits through comprehensive transcriptome analysis by RNA-seq. The results suggest that 5,295 genes correspond to alternative splicing in bovine genome. Moreover, we found that cassette is the most abundant alternatively spliced types like other species. The analysis of functional categories demonstrates that differentially expressed alternatively spliced genes, including *MCAT, CPT1B, HADHB, SIRT2*, and *DGAT1*, have been reported to have regulatory effects on meat quality traits in previous studies. The results indicated that different types of alternative splicing and regulatory networks constructed by them in this study might partially contribute to the significant variance in meat quality traits between Japanese black and Chinese Red Steppes cattle. Therefore, the study provided a new direction for revealing the regulatory mechanism of gene regulatory elements on fat deposition and muscle development, which is the effects of different alternative splicing of candidate functional genes on marbling trait of beef cattle.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/genbank/, GSE161967.

## Ethics Statement

The animal study was reviewed and approved by laboratory animals of the Jilin University Animal Care and Use Committee (Approval ID: 20140310).

## Author Contributions

ZZ and RY designed the study. LQ and PJ collected the samples. XF and HY collected the data. XF, LX, ZB, and WH conducted the bioinformatics analyses and wrote the manuscript. WH and YZ revised the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

MCAT: malonyl-CoA-acyl carrier protein transacylase
CPT1B: carnitine palmitoyltransferase 1B
HADHB: hydroxyacyl-CoA dehydrogenase trifunctional multi enzyme complex subunit β
SIRT2: sirtuin 2
DGAT1: diacylglycerol O-acyltransferase 1
NR4A1: nuclear receptor subfamily 4 group A member 1
UQCC2: ubiquinol-cytochrome c reductase complex assembly factor 2
YBX3/CSDA: Y-box binding protein 3
ITGA7: integrin subunit alpha 7.

# Supplementary material for: Comparative Genome-Wide Alternative Splicing Analysis of Longissimus Dorsi Muscles Between Japanese Black (Wagyu) and Chinese Red Steppes Cattle
**Source:** Front Vet Sci. 2021 Apr 29;8:634577. doi: 10.3389/fvets.2021.634577
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Tables

**Table S1. The identify primers for different alternatively spliced types**

| Gene name | Sequence ID | Primer name | Primer sequces (5’ to 3’) | length (bp) |
| --- | --- | --- | --- | --- |
| ITGA7 | 506953 | ITGA7(AS)s | ACTTGCTGCTCAGAGATGCT | 261/373 |
|  |  | ITGA7(AS)as | CCGTCTTCTCCTCCTTGAACT |  |
| CSDA | 533297 | CSDA(AS)S | GTACATCAGACTGCCATCAAGA | 455/252 |
|  |  | CSDA(AS)as | CCATCCTTCATCTCACCAATCT |  |

**Table S2. The real-time PCR primers of differentially expressed alternatively spliced genes**

| Gene name | Sequence ID | Primer name | Primer sequces (5’ to 3’) |
| --- | --- | --- | --- |
| CSDA | NM_001113531.1 | CSDA(AS)RT S | CGTGGGACAGACCTTTGAC |
|  |  | CSDA(AS)RT AS | GCGGTAAGTCGGATTCCTATG |
|  |  | CSDA(AS)RT 1S | CGGTGAGATTGGTGAGATGAAG |
|  |  | CSDA(AS)RT 1AS | GCCGCTTGTTGATTCTCCTTAT |
| ITGA7 | NM_001191305.1 | ITGA7(AS)RT S | AGTGTGGCTTCTTCCGTCG |
|  |  | ITGA7(AS)RT AS | CCGTCTTCTCCTCCTTGAACT |
|  |  | ITGA7(AS)RT 1S | GCCTCTGGAACAGCACCTT |
|  |  | ITGA7(AS)RT 1AS | AGCATCTCTGAGCAGCAAGT |

How the deposited data were processed for this re-analysis (not part of the article)

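Longissimus dorsi muscle of 3 Japanese black (Wagyu) and 3 Chinese Red Steppes males, 28 months old, was sequenced by the authors as 1 poly(A) library per animal. Libraries were assigned to breeds by the paper's Table 1 and the sample labels. Each breed came from 1 farm and 1 sire, so no test separates breed from either.

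The authors deposited FPKM values of 21972 genes per library, with no scaling between libraries beyond the division by gene length and by reads counted to genes. The authors also deposited a table of 205 genes that differ between the breeds, with raw read counts per library, a signal per breed (the mean of the counts after division by 1 size factor per library), a log2 fold change and a p-value corrected as a false discovery rate. All 205 are higher in Wagyu, and whether the authors also found lower genes is not given in the sources used here. The tool and test behind that table are not given there either. The paper names TopHat (v2.0.6) and Bowtie against UMD_3.1.1 and RPKM from what it calls localized reads, whereas the submitters' processing notes name HISAT2 and UMD3.1. Which of these made the deposited values was not settled. Adaptors and low-quality reads had been removed, and replicates were not pooled. How strand and reads shared between near-identical genes were treated is not given in the sources used here, so values of paralogs and overlapping genes, such as those of the histocompatibility complex, are uncertain.

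From the 205 genes with both units, the reads counted to genes in each library were worked out, 15438095 to 16197141 per library, and used to turn the FPKM of every gene back into reads. These totals are 0.441 to 0.447 of the uniquely mapped reads, so what is called a read may be a read pair. A gene's reads were called whole if they lay within 1e-06 of whole numbers relative to its highest read count. This held for 16770 of 16770 genes above 0, but it is a loose check for genes with very many reads. The recovered reads equal the deposited counts in every library for 203 of the 205 genes, and sum to 99.78% to 99.82% of the totals. Every pair of libraries differed by more than sampling noise (chi-square per degree of freedom 28.7 to 195), so all 6 were kept as separate replicates. Shares of reads are given with 95% Wilson intervals, and a count of 0 is treated as allowing 3 reads per library. Both cover counting error only.

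The main test was limma (3.58.1, lmFit and eBayes with trend, R 4.3.3) on log2(FPKM + 1) for the 9990 genes with a mean FPKM of at least 1, two-sided, with Benjamini-Hochberg adjustment at 0.05. edgeR was to be the main test if the table held raw counts, but counts were deposited for 205 genes only. The recovered reads allowed edgeR (4.0.16, quasi-likelihood) and DESeq2 (1.42.0), which were added after the data were seen and are never the main result. An adjusted p that DESeq2 left empty was kept out of its counts. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, again with an estimated correlation, and with fry. Correlations used 100000 permutations and single values an exact permutation test, in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.

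On simulated counts for the comparison of 3 Wagyu with 3 Chinese Red Steppes libraries, with 200 changed genes, limma recovered 16 of 100 genes changed 2-fold and 80 of 100 changed 4-fold among 9738 genes, with 5 false calls. edgeR recovered 23 and 85 among 11672 genes with 4 false calls, and DESeq2 53 and 91 among 11219 with 20 false calls. No recovered gene had the wrong direction. The counts were drawn once, each gene independently, from negative binomial distributions with edgeR's gene-wise dispersions. They held no library set apart as RC6 is and no correlation between genes. The recovered and false calls are thus for these simulated counts and may differ in the real libraries.

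Fixed before the data were examined were the tests, the processing alternatives, 28 gene lists and the rule for named genes. The lists cover fat cells and lipid metabolism, energy metabolism, muscle fibres and their regulators, other cell types, stress, clock, immune genes, splicing regulators and 4 sets of genes that the paper names. The rule takes every gene that the paper names for its own data, up to 12 genes with the largest rise and 12 with the largest fall among those past limma with no overlap between the breeds, and up to 4 members of each list with the smallest adjusted p. The paper's Table 2 had been read when the rule was written. Genes named outside the rule are said to be so. A listed symbol was matched first to the gene name and then to the symbol column, 1 gene per symbol. This matching was adopted after the first results were seen. The first matching took every gene with a listed name or symbol, added TMEM200A, a second HSP90AB1 and a second PER2, and put the circadian clock list past the threshold. Gene names were checked against a RefSeq table of assembly ARS-UCD2.0, which was used for names and neighbouring genes only and not for coordinates.

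Alternatives tried were pseudocounts of 0.1 and 0.01, no filter and a mean FPKM of at least 5, 3 scalings between libraries, eBayes without trend and with robust fitting, mitochondrially encoded genes left out, and each library left out in turn. Reads, splice junctions, transcript isoforms, enrichment of the paper's gene sets and real-time PCR were not analysed here.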

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

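The paper analyses splicing, so the comparison of total gene expression below is of data it does not report on. In this part, the edgeR and DESeq2 fits, the counts over other splits, the tests of RC6 for an out-of-place partner, for a few genes shifting the rest and for slow fibres, and the tests of ASIP for depth and a sequence difference were chosen after the data were seen.

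MRVI1, a regulator of calcium release in smooth muscle, was higher in Wagyu, at 6.08 ± 0.384 FPKM against 1.16 ± 0.295 (SD, n = 3 each; log2 fold change 1.72, standard error 0.17, adjusted p = 0.0443 from limma). ASIP, the agouti signalling protein known from coat colour, was lower in Wagyu, with 0 reads in all 3 Wagyu libraries and 39.5, 10.3 and 26.3 FPKM in RC4, RC5 and RC6 (fitted log2 fold change -4.54, adjusted p = 0.0443 from limma). With 3 reads allowed per Wagyu library, ASIP was at least 54.6-fold lower. These were the 2 genes past limma among 9990, while 863 were higher and 586 lower at an unadjusted p under 0.05. That balance depended on the scaling, with 688 higher and 749 lower after quantile normalization and 1080 and 487 after scaling to an equal sum. edgeR on the recovered reads called 6 genes higher and 2 lower, and DESeq2 155 and 83. MRVI1 was among the genes called by edgeR (adjusted p = 0.0263) and ASIP was not (0.0538), the 2 lower genes being ANKH and COQ2, named because edgeR called them. Without RC6, edgeR called ASIP as well (0.0497). Over all alternatives, ASIP was past the threshold in 13 of 20 and MRVI1 in 9 of 19. The call of MRVI1 was lost without each of the 6 libraries in turn (adjusted p 0.0605 to 0.271), with log2 fold changes of 1.62 to 1.82, and that of ASIP without WC616, WC719, WC921 or RC6 (0.0605 to 0.271), with fitted log2 fold changes of -4.54, -4.54, -4.54 and -4.42. The fold of MRVI1 thus moved little. That of ASIP cannot move when a Wagyu library is left out, since all 3 had 0 reads. Without RC4 or RC5 the call of ASIP was kept by limma, with fitted log2 fold changes of -4.13 and -5.05 (adjusted p = 0.0394 and 0.00134). Fewer animals stood behind each p, but why the calls were lost was not tested. The real split of the 6 libraries gave 2 calls by limma, and 2 of 10 splits gave as many, the highest of the others being 2. By DESeq2 the real split gave 238 calls, the highest of the others 29, and 1 of 10 splits, the real one, reached 238. With 10 splits no share under 0.05 is possible.

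That ASIP had no reads in Wagyu was followed up. Its nearest protein-coding neighbours, CHMP4B, RALY, EIF2S2, AHCY, ITCH and DYNLRB1, had log2 fold changes of -0.088 to 0.47, the lowest being -0.088 for EIF2S2 (standard error 0.13), which argues against a difference of the whole region. The Wagyu libraries had 1.02 times the mean reads of the Chinese Red Steppes libraries, which argues against depth. A Wagyu sequence difference from the reference that keeps reads from being counted may also give 0 reads, and the reads over the 3 Wagyu libraries, 0, leave this open. Breed, farm and sire remain untested.

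Library RC6 lay apart from the other 5 (first principal component, 39.5% of the variance, 41.1 against -21.4 to 11.6), and the exchange of RC6 with a Wagyu library, a few genes taking most of the counts and a larger share of slow oxidative fibres were weighed. Over 182 genes that separate RC4 and RC5 from Wagyu by over 2-fold, RC6 lay nearer to RC4 and RC5 in 63.7% (95% Wilson interval 56.5% to 70.4%, over genes that are not independent). The bound of 60% set in advance against an exchange lies inside this interval, so this test alone leaves an exchange open. The same measure gave 64.5% for RC5 and 44.9% for RC4, but RC6 helped to choose the genes there, so these values are no yardstick for RC6. An exchange also needs a Wagyu library out of place. Over genes that separate RC4 and RC5 from the other 2 Wagyu libraries by over 2-fold, chosen without RC6, WC616 lay nearer to RC4 and RC5 in 38.3% (32.6% to 44.5%), WC719 in 19.8% (15.0% to 25.7%) and WC921 in 28.5% (22.8% to 35.0%). After an exchange of RC6 with WC616, WC719 and WC921, DESeq2 called 29, 0 and 12 genes against 238 as labelled, limma 2, 0 and 0 against 2, and 11, 4 and 11 lists passed camera against 5. The shares and the DESeq2 calls argue against an exchange, whereas limma gave as many calls after the exchange with WC616 as with the labels, and camera more lists with WC616 or WC921. A wrong label of RC6 without a partner was not excluded. The median over all tested genes of RC6 minus RC4 and RC5 was 0.032, which argues against a few genes shifting the rest. Slow fibre genes stood 1.13 higher and fast fibre genes fell by 1.13 in RC6 in the median, a gap of 2.26, with glycolysis genes at -0.81 and beta-oxidation genes at 0.75, so a larger share of slow oxidative fibres may account for it, though the slow fibre gene MYL6B goes the other way (56.0 FPKM in RC6, 368 in RC4, 611 in RC5).

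Of the gene lists, 4 that the paper did not choose passed camera. Fibroblast and extracellular matrix genes were higher in Wagyu, with 15 of 16 above 0 and a median log2 fold change of 0.49 (camera adjusted p = 0.00396). SPARC, a matrix glycoprotein, was at 232 ± 33.3 FPKM against 131 ± 41.2, and COL5A1, a fibrillar collagen, at 6.65 ± 1.22 against 3.52 ± 1.11 (SD, n = 3 each). Smooth muscle and pericyte markers were higher, with 7 of 8 above 0 and a median of 0.62 (adjusted p = 0.018), among them PDGFRB at 15.0 ± 3.22 against 8.07 ± 1.73 and MCAM at 14.9 ± 3.39 against 7.70 ± 0.764 (SD, n = 3 each), and 3 members were higher when adjusted over the list alone. Mitochondrially encoded genes were lower, with 12 of 13 below 0 and a median of -0.68 (adjusted p = 0.00396), and nuclear-encoded oxidative phosphorylation genes were lower by a small median of -0.087, with 38 of 50 below 0 (adjusted p = 0.0203). No member of the 4 lists passed limma over all genes, and with an estimated correlation the adjusted p values were 0.771, 0.771, 0.771 and 0.846.

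Each of these 4 calls was lost without some single library. In RC6 the extracellular matrix genes lay at -0.54 and the mitochondrially encoded genes at 1.19 against RC4 and RC5 in the median, both away from Wagyu. Without RC6 the extracellular matrix median fell to 0.18 (adjusted p = 0.129), and without WC616 to 0.38 (0.0984), with the call lost in both. The mitochondrially encoded median went to -0.26 without RC6, with the call kept (0.0253, but 0.82 with an estimated correlation), and to -0.43 without WC616, with the call lost (0.0797). Smooth muscle and pericyte markers stood at 0.49 in RC6 against RC4 and RC5, towards Wagyu, and without RC6 their median rose to 0.74 (1.33e-04, but 0.625 with an estimated correlation). Their call was lost without WC719, with a median of 0.38 (0.0546), and without WC616 (0.60, 0.0593) or RC4 (0.51, 0.0868), where the median moved less. The oxidative phosphorylation call was lost without WC921 (median -0.013, 0.375) or RC6 (-0.041, 0.484) and after scaling to an equal sum (-0.032, 0.0915). The real split gave 5 lists past camera, the highest of the others 11, and 8 of 10 splits, the real one among them, gave at least as many. Camera at a correlation of 0.01 thus passed as many lists under most other groupings. The number of lists past it does not set the breeds apart from other splits.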

How the results depend on the processing

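The edgeR and DESeq2 fits, the shares of recovered reads, the fits without RC6 by these tools, the list matching by every row, the estimated correlation without RC6 and the correlation without 2 genes were chosen after the data were seen. No paired analysis was possible because the breeds share no replicate numbers. Against 1 gene higher and 1 lower in Wagyu, the counts at an adjusted p under 0.05 were 0 higher with no filter or a mean FPKM of at least 5 (0 lower as well), 0 higher with pseudocounts of 0.1 and 0.01 and without mitochondrially encoded genes (1 lower each), 2 and 1 after median ratio scaling and quantile normalization, and 3 and 1 after scaling to an equal sum, without trend and with robust fitting. CLDN7 and CRYAB were the added genes. edgeR gave 6 and 2 (8 and 6 without RC6), DESeq2 155 and 83 (158 and 83 without RC6). Without 1 library, the counts were 0 higher in each case and 0 to 3 lower, and 3 lower without RC4. At over 1.5-fold the counts were equal, apart from 156 for DESeq2 without RC6. Of the authors' 205 genes, 1 was called, and 0, 2 or 3 under the settings that called as many genes higher (0 without each library), 6 by edgeR (8 without RC6) and 106 by DESeq2 (80 without RC6). The cause was not tested.

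Camera put 5 lists past the threshold, 0 with an estimated correlation, with all libraries and without RC6, 0 with fry, 1 to 9 without 1 library (1 without WC616, 9 without RC6), and 4 to 6 otherwise. The circadian clock list had an adjusted p of 0.0905 and passed with the first matching, by every gene with a listed name or symbol (0.0417), with no filter (0.0303) and without RC4 (0.0236), in a range of 0.0236 to 0.82 over all alternatives. That matching was replaced after its result was seen. Genes of fatty acid uptake and mitochondrial beta-oxidation turned from a median of -0.04, not past the threshold, to 0.14, past it, without RC6, with -0.18 to 0.14 without 1 library. Of 2351 recomputed log2 fold changes of the 119 genes that the rule names, 2235 kept direction and side, 17 lost and 35 gained a call, and 64 changed sign with no call in either setting, in 19 genes with log2 fold changes of -0.45 (CYR61) to 0.27 (ATP2A1). A further 13 genes outside the rule, taken up because an alternative called them, gained a call in 44 of 250. Among the gene lists, 10 changed the direction of their test with no call in either setting, 28 times in all. The correlation of junction reads with FPKM had an r of 0.654 to 0.887 with 1 library left out of the FPKM only, and 0.852 without TPM2. The share of FPKM in mitochondrially encoded genes stayed lower in Wagyu in the mean (-4.47 to -0.912 percentage points without 1 library). The share of recovered reads, which weights FPKM by the length behind each value, gave -1.87 against -3.28 percentage points and stands for the share weighted by gene length, as the table used here has no length column. Depth limits genes near 1 FPKM, where few reads stand behind a value.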

Other observations

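The DESeq2 results below were chosen after the data were seen, and the lists before. Among genes of muscle structure and growth, CRYAB, a small heat shock protein that guards desmin and the Z-disc, was at 5010 ± 532 FPKM in Wagyu and 1887 ± 111 in Chinese Red Steppes (SD, n = 3 each; log2 fold change 1.40, standard error 0.16). MEF2C, a transcription factor of muscle differentiation, was at 36.8 ± 4.02 against 15.5 ± 0.671 (SD, n = 3 each), and IGF2, a growth factor, at a mean of 61.4 (55.9 to 64.7) against 30.5 (25.3 to 36.9). By limma over all genes these 3 had adjusted p values of 0.0675, 0.0675 and 0.109, and 1 of 19 sarcomere and Z disc genes (CRYAB) and 2 of 10 myogenic regulators (MEF2C and IGF2) were higher when adjusted over the list alone. By DESeq2 on the recovered reads all 3 were higher (adjusted p = 2.1e-10, 8.0e-08 and 5.2e-04; up to 0.345 over all alternatives). HSPB7, a small heat shock protein of striated muscle, was also higher by DESeq2 (960 ± 177 FPKM against 530 ± 29.8, SD, n = 3 each, adjusted p = 0.00478; 0.00417 to 0.417 over all alternatives).

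Outside the fibres, DESeq2 called PDGFRB (adjusted p = 0.042; 0.0327 to 0.492 over all alternatives) and MCAM (0.0113; 0.0113 to 0.479) of the pericyte markers higher, and of the Schwann cell markers S100B higher (38.8 ± 7.25 FPKM against 21.0 ± 5.63, SD, n = 3 each, adjusted p = 0.0463; 0.0463 to 0.532) and MBP, a myelin protein, lower (9.58 ± 2.42 against 19.3 ± 1.75, SD, n = 3 each, adjusted p = 0.00756; 0.00712 to 0.417). The Schwann cell list thus went both ways (median log2 fold change -0.96 over 3 tested genes, camera adjusted p = 0.344). DBP, an output gene of the circadian clock, was higher by DESeq2 (17.1 ± 4.74 FPKM against 7.90 ± 1.76, SD, n = 3 each, adjusted p = 0.0153; 0.0153 to 0.406 over all alternatives), and 10 of 12 clock genes lay above 0 (median 0.37, camera adjusted p = 0.0905). Without RC6 the median of the clock genes fell to 0.097 (camera adjusted p = 0.384). Sampling times were not used here.

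None of the 10 adipocyte markers tested passed limma over all genes or over the list alone (median log2 fold change -0.13, camera adjusted p = 0.316; median 0.014 without RC6, adjusted p = 0.844; adjusted p 0.111 to 0.891 over all alternatives). Their levels differed widely, with PLIN at 1.54 FPKM and GPD1 at 357 in Wagyu, and 8 of the 10 had a log2 fold change below 0. Which cells these reads came from was not tested, so the list median is no measure of fat cell content. The 2 above 0 were CIDEA, a lipid droplet protein, at 2.84 ± 1.66 FPKM in Wagyu against 1.86 ± 0.706 (log2 fold change 0.37, adjusted p = 0.619; SD, n = 3 each), and PLIN (PLIN1), the perilipin of fat cells, at 1.54 ± 0.402 against 1.24 ± 0.290 (log2 fold change 0.18, adjusted p = 0.697; SD, n = 3 each). GPD1, an enzyme of glycerol phosphate synthesis, was at 357 ± 74.4 FPKM in Wagyu against 550 ± 80.7 with no overlap (log2 fold change -0.63, adjusted p = 0.268), and PLIN4, a lipid droplet protein, at 38.6 ± 5.89 against 49.7 ± 8.52 (log2 fold change -0.35, adjusted p = 0.394; SD, n = 3 each). FABP4, a fatty acid carrier of fat cells, was at 3.75 ± 1.98 against 6.09 ± 4.63 (SD, n = 3 each). Markers with a mean under 1 FPKM over the 6 libraries were not tested by limma. Of these, CIDEC, a relative of CIDEA, was at 1.33 ± 0.310 FPKM in Wagyu against 0.409 ± 0.577. It was higher in every Wagyu library than in RC5, the highest of the others at 1.07. ADIPOQ, the gene of adiponectin, was at 0.961 ± 0.721 against 0.443 ± 0.530, and THRSP, a regulator of lipid synthesis, at 0.281 ± 0.254 against 0.120 ± 0.136 (SD, n = 3 each). By edgeR and DESeq2 on the recovered reads, neither CIDEC (adjusted p = 0.391 and 0.379) nor ADIPOQ (0.625 and 0.646) passed. LEP (OB), the gene of leptin, had 0 reads in the Wagyu libraries and 1, 1 and 0 reads in RC4, RC5 and RC6. FABP4, CIDEC, ADIPOQ, THRSP and LEP were named after their values were seen. HBB, a haemoglobin gene, was at 39.6 FPKM in RC5 and at most 0.811 in the other 5 libraries.

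With all libraries the remaining lists did not pass camera. Medians of the log2 fold change were -0.11 for the citric acid cycle (adjusted p = 0.127), -0.03 for glycolysis and glycogen (0.701), 0.08 for slow fibre genes (0.552), 0.08 for fast fibre genes, whose test pointed down (0.879), 0.04 for sarcomere and Z disc genes (0.316), 0.08 for myogenic regulators (0.416), 0.30 for endothelial markers (0.11), 0.16 for immune cell markers (0.756) and -1.12 for 2 blood cell markers (0.398). They were -0.17 for immediate early genes (0.316), 0.19 for heat shock and protein folding (0.316), 0.33 for atrophy and proteolysis, whose test pointed down (0.953), 0.09 for interferon response, whose test pointed down (0.756), -0.14 for classical histocompatibility genes (0.529) and -0.04 for splicing regulators (0.344). The paper's candidates of lipid metabolism had 0.11 (0.316), its named genes of metabolism 0.04, whose test pointed down (0.48), and its named candidates of muscle development 0.24 (0.416). Without RC6 the median was -0.012 for atrophy and proteolysis and 0.006 for the citric acid cycle. It was 0.058 for classical histocompatibility genes and 0.028 for immune cell markers. Without RC6, slow fibre genes were higher in Wagyu (median 0.61, adjusted p = 3.7e-05; up to 0.994 over all alternatives), and fast fibre genes (-0.25, 3.1e-04; up to 0.989) and glycolysis genes (-0.31, 3.7e-05; up to 0.959) lower. Endothelial markers were higher without RC6 (0.37, 0.0208) or RC4 (0.41, 0.0421; up to 0.82), and heat shock and protein folding genes without RC6 (0.37, 0.0259; up to 0.86). Immediate early genes were lower without WC921 (-0.38, 0.0162; up to 0.864), classical histocompatibility genes without RC5 (-0.25, 0.0223; up to 0.997), and citric acid cycle genes without RC5 (-0.14, 0.0468) or after quantile normalization (-0.17, 0.0263; up to 0.83). These calls were made at a correlation of 0.01. With an estimated correlation 0 lists passed, with all libraries or without RC6, where endothelial markers and heat shock and protein folding genes both had an adjusted p of 0.82. The fits without WC921, RC4 or RC5 and after quantile normalization were not repeated with an estimated correlation. For slow fibre, fast fibre and glycolysis genes the estimated correlations over all libraries were 0.47, 0.67 and 0.61, and with an estimated correlation without RC6 the adjusted p values were 0.625, 0.70 and 0.625.

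The paper measured ITGA7 and CSDA by real-time PCR in samples that were not mapped here. In the libraries, ITGA7, the laminin receptor subunit of muscle, was at 77.8 ± 17.6 FPKM in Wagyu and 63.5 ± 5.06 in Chinese Red Steppes, and CSDA (YBX3), a cold shock domain protein, at 2888 ± 432 against 2459 ± 543 (SD, n = 3 each). Their log2 fold changes of 0.27 (standard error 0.19) and 0.24 (standard error 0.21) did not pass limma (adjusted p = 0.54 and 0.624).

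In the authors' deposited table, all 205 genes are higher in Wagyu, by log2 fold changes of 0.59 to 5.80 with a median of 1.03, and CLDN7, named here after its value was seen, has the highest. Whether the authors also found genes lower in Wagyu is not given in the sources used here, so the table may be only a part of their result. DESeq2 on the recovered reads called 83 genes lower. None of the 205 overlaps between the breeds in FPKM, where chance gives 10%, in a list chosen for its differences. Of them, 181 were tested by limma, all 181 with a log2 fold change above 0. The lack of overlap in the same libraries forces this direction, so it is not a separate result.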
